A study of Mus musculus with 6 samples. Its data were reported in "High-altitude de-acclimatization and long-term immune suppression: the role of Nrf2 in Treg function targeting 3PM" (2026).

How the data were processed

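Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in white blood cells from the peripheral blood of mice after red cell lysis. Per the labels, 3 libraries came from control mice and 3 from mice in high-altitude de-acclimatization (HADA), the phase after return from a hypobaric chamber to normal oxygen. Groups and replicate numbers were taken from the labels. The cells of the accessibility assay were unsorted leukocytes per the labels, so the lists describe a mixture of blood cell types. The study's methods also name leukocytes, while its results text calls them mononuclear cells. Mononuclear cells would hold few neutrophils, which bears on how differences at neutrophil genes are read.

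The authors trimmed reads with Trimmomatic, aligned them with Bowtie2, removed duplicates with Picard and called peaks with MACS2. The deposited peak names show that each library was called by itself, without pooling of replicates. The MACS2 options, the effective genome size and any shift of reads for the Tn5 insertion are not stated, so summits may sit a few bases from the insertion sites. In the deposited lists, each peak has a fold enrichment of its summit over the local background, a −log10 p-value, a −log10 q-value, and a score that for 99.9% of peaks in each library is 10 times the −log10 q-value as a whole number. The highest q-value in the deposited lists was 0.0498. These values belong to the authors' peak caller and describe a peak within its own list. The study's count matrix over peaks was not used here.

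Coordinates are GRCm39, 1-based. The sequence names and lengths of the lists were checked against that build: 0 peaks ended beyond a chromosome, all 32 scaffold names were found in it, and 9.54% of summits lay within 100 bp of an annotated gene 5′ end against 0.82% after a shift of 100 kb. Genes and transcription starts came from the GENCODE mouse annotation of the same build. Peaks on the 21 main chromosomes were analysed. A promoter was defined as a summit within 3 kb of any annotated transcription start, and other summits were put in exons, introns or intergenic sequence. Of the genes in 10 lists and the 7 genes and factors named by the study, all but Hprt of the housekeeping list were matched by symbol. No gene was in more than 1 list.

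Consensus regions were the union of all 6 lists, with peaks that shared 1 bp merged. Regions in 3 of 3 libraries of a group and 0 of 3 of the other were counted as group-only regions, and the same counts were made for all 10 splits of the libraries into sides of 3. Library similarity was the Jaccard index of regions, and principal components were computed from presence or absence over regions in 1 to 5 libraries. For regions with a peak in all 6 libraries, each region was ranked by the authors' fold enrichment within its own library, the ranks were turned into normal scores, and the groups were compared with limma with Benjamini-Hochberg adjustment at 0.05. The fold is relative to local background, so a tall peak in a broadly open neighbourhood can rank low, and a change of rank need not be a change of height. Consensus sequences of 12 transcription factors were searched on both strands within 100 bp of each summit. Single values per library were compared by a two-sided exact permutation test of the group means. With 3 libraries against 3, the smallest p-value this test can give is 0.1, so no such comparison could pass 0.05, and the text states instead whether all libraries of a group lay on one side of the other group.

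Depth was read from the lists. MACS2 computes its fold as (pileup + 1) / (background + 1) and its p-value from a Poisson tail, so the whole-number summit pileup and the background were solved from each deposited fold and −log10 p-value. The solved pair returned the deposited values for 100% of peaks in every library. The genome-wide background pileup of a library stands for its relative depth; total read counts were not analysed here. To scale the libraries to the lowest background, the pileups and backgrounds were reduced by the ratio of the backgrounds, the pileups by thinning at random, and peaks were kept at the strictest p-value limit of the lists, a −log10 p-value of 3.27. This matches the background pileup alone; total reads and signal to noise were not matched. It removes peaks from deeper libraries and cannot show peaks that a shallower library would have gained. Summit pileups were compared between libraries after division by the library background or after centring log2 values on the median shared region. When pileups were divided by the background, the log2 difference of the median shared region between groups was 0.34, higher in HADA. Median-centred changes are relative to that shift.

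The genomic copies of the 50 bases at each summit were counted as exact matches on both strands of the main chromosomes, since reads from repeated sequence cannot be placed on 1 copy. A region was marked as telomere repeat when it held 4 repeat units in a row. Intervals on shares are exact binomial 95% intervals. They cover counting error across regions, which are not replicates.

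The scripts were tested on simulated data. All 200 regions planted in HADA libraries only and all 100 planted in control libraries only were found among 5300 simulated regions, pileups were recovered for 100% of 20000 simulated peaks, and the NRF2 motif search scored 100% of 3000 simulated windows as a plain scan did. The limma step was simulated for 23970 shared regions with 200 changed. In the first simulation every changed region was shifted by 1 normal score: 0 of 200 were called after adjustment, while 188 had an unadjusted p-value under 0.05. The planted sizes were then changed to shifts of 1, 2, 3 and 4 in 50 regions each, and limma called 158 of 200, all in the planted direction, along with 7 unchanged regions. In that simulation 18, 42, 49 and 49 of 50 were called by shift. The statistic itself was not altered between the simulations. Changes of rank of about 1 normal score or less can therefore be missed, and a region that was not called is not shown to be unchanged. The simulations changed only 200 regions, while the data gave 1574 higher and 1147 lower calls, some with shifts of 0.84. The simulated size limit is therefore not that of the data.

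Tests, thresholds, gene lists and motif sequences, along with 85 alternative settings, were chosen before the data were examined. The alternatives covered stricter peak thresholds, the same number of strongest peaks from each library, other overlap rules, summit windows, other promoter definitions, motif matching, ranking by q-value, leaving out each library and the replicate number as a block. A further 22 combinations of result and setting were added after values had been seen: scaling to the lowest background, summit sequences found once in the genome, gene 5′ ends as the only starts, ranking within 20 bins of GC content, the log2 summit pileup in place of the rank, and, for the list pileups, division by the background and leaving out each library. The pileup comparisons at genes, lists and motifs and the analyses of repeated and telomeric sequence were also chosen after values had been seen. The rule for naming genes was fixed beforehand: the 7 study genes, the 5 HADA-only and 5 control-only regions whose lowest percentile of fold over the group's libraries was highest, and the 5 shared regions in each direction with the smallest limma p-value among those with an adjusted p-value under 0.05, each with its nearest annotated gene. One region that meets this rule is not reported here. The MESP1 motif was not searched.

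Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, R 4.3.3 with limma 3.58.1, and samtools 1.23.1.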

Results

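ATAC-seq peak lists were analysed for peripheral-blood white cells of 3 control mice and 3 mice in high-altitude de-acclimatization (HADA), each library called by itself. The libraries were compared to ask whether chromatin accessibility differed between groups. The control lists held 41475, 41214 and 34045 peaks on the main chromosomes, and the HADA lists held 44401, 44044 and 45799. The genome-wide background pileup, which stands for relative depth, was 1.69, 2.05 and 1.83 in the control libraries and 2.34, 1.99 and 2.27 in the HADA libraries. The background overlapped between groups: it was higher in control 2 than in HADA 2, and control 2 had fewer peaks.

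The number of peaks was 44748 ± 928 in HADA and 38911 ± 4216 in control libraries (SD, n = 3 each), a difference of 15% with an exact permutation p of 0.1, the smallest p that 3 libraries against 3 can give. All HADA libraries lay above all control libraries. Of the alternatives run, a −log10 q of at least 10 moved this difference most, to 22.7%, and leaving out control 3 lowered it to 8.23%. With pileups scaled to the lowest background, a setting added after values had been seen, the lists held 43378, 43490 and 44197 peaks in HADA and 41459, 40458 and 33921 in control libraries, a difference of 13.1%. Peaks covered 38.9 ± 1.59 Mb in HADA and 34.6 ± 4.11 Mb in control libraries (SD, n = 3 each; exact permutation p = 0.1), a difference of 12.4% that fell to 5.22% without control 3, with the groups apart. The mean peak width was 870 ± 17.8 bp in HADA and 890 ± 14.3 bp in control libraries, which was not separated between groups (n = 3 each, exact permutation p = 0.3). With the same number of strongest peaks from each library the covered length differed by 2.12%, and the groups overlapped.

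**Figure D1:**
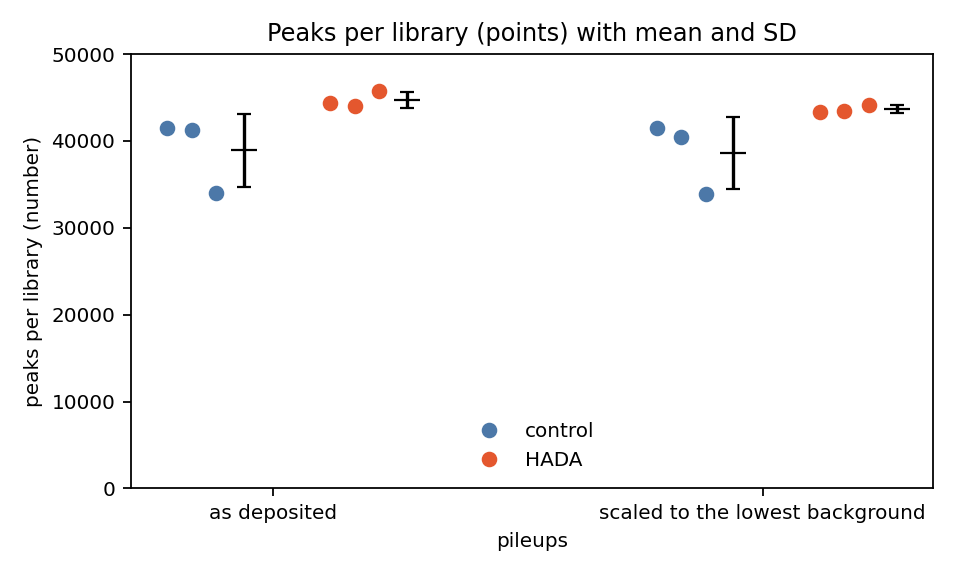
Number of peaks per library (points) with the group mean and SD (bars), as deposited and after scaling to the background of the library with the lowest. HADA libraries lie between 44044 and 45799 and control libraries between 34045 and 41475 as deposited, and the groups stay apart after scaling.

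The peaks merged into 62876 consensus regions, of which 23970 had a peak in all 6 libraries. The Jaccard index of regions was 0.776 on average for pairs of HADA libraries, 0.689 for pairs of control libraries and 0.595 for pairs between groups. The mean within groups exceeded the mean between groups by 0.137, the largest value among the 10 splits (one-sided exact permutation p = 0.1). The alternative that moved this most was leaving out control 1, which gave 0.187. The first principal component of presence or absence held 43.9% of the variance and the second 17.2%. Component 1 scores were −33.2, −65.9 and −67.9 in control and 52.9, 57.5 and 56.6 in HADA libraries, apart between groups (n = 3 each, exact permutation p = 0.1). Control 2 and control 3 lay at opposite ends of component 2, at −56.1 and 61.3, so the control libraries differed more among themselves than the HADA libraries did.

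**Figure D2:**
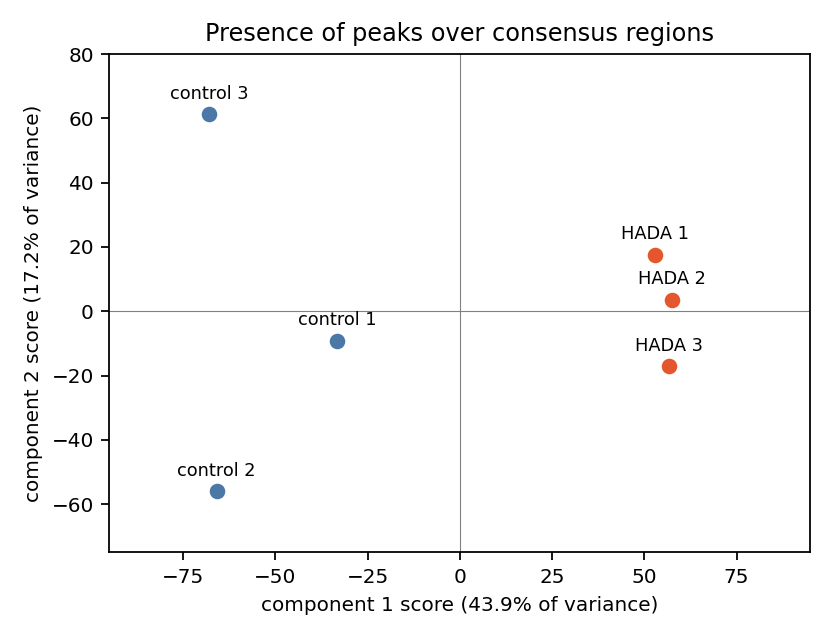
Scores of the 6 libraries on components 1 and 2 (no units) of peak presence over regions with a peak in 1 to 5 libraries. Control libraries lie at −67.9 to −33.2 and HADA libraries at 52.9 to 57.5 on component 1.

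To locate gained and lost regions, those with peaks in every library of 1 group and none of the other were counted. There were 4405 HADA-only and 1181 control-only regions. The other 9 splits of the libraries gave at most 403 regions on a side. The number of control-only regions was sensitive to how peaks were chosen: with the same number of strongest peaks from each library there were 2967 HADA-only and 2272 control-only regions. Leaving out control 1 raised the HADA-only count to 7165. Most of these regions held small peaks, with a median of the mean summit pileup of 21.3 for HADA-only and 17.7 for control-only regions. From the pileup in their own group, 1206 HADA-only regions (27.4%) and 394 control-only regions (33.4%) would have been tall enough to be called in all libraries of the other group at the same height. For the rest, absence from the other lists can be a peak just under the limit of calling.

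**Figure D3:**
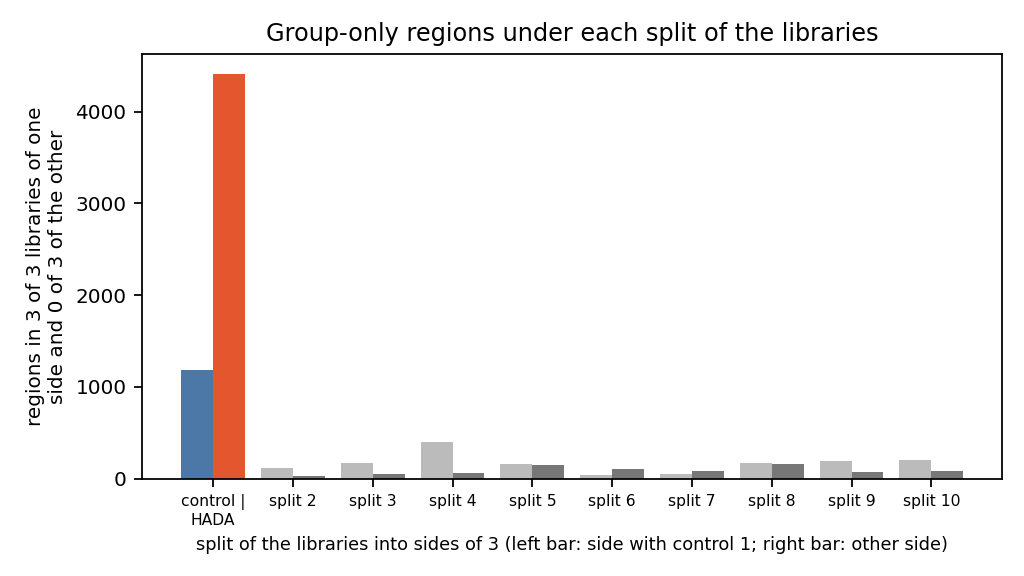
Number of consensus regions in 3 of 3 libraries of a side and 0 of 3 of the other (bar height) for each of the 10 splits of the libraries. The split into control and HADA gives 1181 and 4405 regions, and no other side exceeds 403.

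HADA-only regions lay in promoters in 39.3% of cases (1730 of 4405, exact binomial 95% interval 37.8–40.7), in introns in 40.0% and in intergenic sequence in 16.4%. Control-only regions lay in promoters in 33.1% (391 of 1181, interval 30.4–35.9) and in intergenic sequence in 25.7%. The promoter share was 45.1% over all regions and 62.4% over regions in all 6 libraries, so both group-only sets held fewer promoters than the shared regions. Between the group-only sets the promoter share differed with a Fisher's exact p of 0.000103 across regions, which are not replicates. The share depends strongly on the definition of a promoter: it was 23.1% within 1 kb and 20.8% with starts of protein-coding genes only. Per library, promoters held 51.6 ± 0.92% of peaks in HADA and 51.3 ± 2.48% in control libraries, a difference smaller than the spread between libraries (n = 3 each, exact permutation p = 0.9). With the same number of strongest peaks from each library it was 3.51 percentage points, and the groups were apart.

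By the fixed rule, the HADA-only region with the highest fold percentiles was at chromosome 13, 120782850–120783181, intergenic and 3982 bp from a start of Tcstv3, with summit pileups of 348, 299 and 333. It is telomere repeat: the 50 bases at its summit had 1633 exact copies in the genome, so its reads cannot be placed there. The next were at chromosome 16, 5169910–5170389, in an intron near Gm55020 and Rbfox1 (2 copies of the summit sequence), chromosome 9, 83573294–83573849, at a promoter 107 bp from a start of Gm2109, chromosome 17, 64975433–64976131, in an intron near Gm65657 and Man2a1, and chromosome 1, 156891080–156891844, at a promoter 18 bp from a start of Gm70243. Their pileups ranged from 81 to 169 over the HADA libraries. The control-only regions were at chromosome 4, 57198913–57199358, in an intron near Ptpn3 (3 copies), chromosome 4, 9737515–9738252, intergenic near 4930412C18Rik and Asph, chromosome 13, 91828839–91829722, in an intron near Ssbp2, chromosome 2, 86005685–86006360, 2179 bp from a start of Or8u9, and chromosome 18, 74125894–74126463, in an intron near Mapk4 (2 copies). Their pileups ranged from 33 to 73 over the control libraries.

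Within the 23970 shared regions, limma on normal scores of the fold rank called 1574 regions higher and 1147 lower in HADA at an adjusted p under 0.05. At an unadjusted p under 0.05 these were 4842 and 3696. The other 9 splits of the libraries called 0 regions after adjustment, with at most 603 in a direction at an unadjusted p under 0.05. The calls needed all HADA libraries: without HADA 1, HADA 2 or HADA 3, limma called 0 regions in either direction, although 3597 and 2937, 3386 and 2653, and 3662 and 3091 regions had an unadjusted p under 0.05. Without control 2 the calls fell to 511 higher and 472 lower. With the log2 summit pileup in place of the rank, 4302 regions were higher and 5061 lower, so the share of higher calls moved from 57.8% to 45.9%. Among summit sequences found once it was 46.4%, with 1552 higher and 1791 lower. Of the 2721 calls by rank, 77.8% were also called by pileup in the same direction.

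The regions with the smallest p in each direction had limma adjusted p-values of 0.013 or 0.0203. The first of those higher in HADA, at chromosome 5, 136669476–136670590, is intergenic near Gm73168 and Myl10 and has a summit sequence with 4 copies; its fold percentile was 77.1 ± 2.33 in HADA and 4.92 ± 3.38 in control libraries (SD, n = 3 each), a shift of 2.51 ± 0.16 normal scores (SE, limma adjusted p = 0.013). Others higher in HADA were chromosome 1, 156423932–156425183, in an intron near Gm38043 and Abl2, chromosome 4, 78984531–78985442, intergenic near Gm25836 (3 copies), and chromosome 17, 3364407–3365201, at a promoter 151 bp from a start of Gm6475. Their shifts ranged from 1.51 to 1.70. The regions lower in HADA were chromosome 4, 91323952–91326147, intergenic near Elavl2 (113 copies), chromosome 9, 70849862–70850969, in an intron near Lipc, chromosome 1, 64340399–64341136, at a promoter 1606 bp from a start of Gm28981, chromosome 15, 20788993–20790587, in an intron near Gm62774, and chromosome 13, 92778824–92779625, in an intron near Serinc5 (27 copies), with shifts of −2.29 to −1.60. In median-centred log2 pileup the region near Serinc5 differed by −0.0038 (limma adjusted p = 0.992), so its rank moved without a difference in height. The other regions named here had limma adjusted p-values of at most 0.0182 for the pileup, in the direction of the rank.

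The study named Alox15, Il1b and Ccr1 for higher accessibility and predicted the factors NF-E2, Mesp1, Nrf2 (gene Nfe2l2) and Egr2 to bind at such genes. Il1b, Ccr1, Nfe2l2, Nfe2 and Egr2 had peaks in all 6 libraries, Mesp1 in none, and Alox15 in control 1 only, with a summit pileup of 7 (Fisher's exact p = 1 for each gene, n = 3 each). This Alox15 peak was lost with the same number of strongest peaks and at a −log10 q of at least 5. Pileups at these genes were compared after values had been seen. At the start of Il1b (chromosome 2, 129212779–129213314) the summit pileup over background was 30.2 ± 12.6 in HADA and 125 ± 71.1 in control libraries (SD, n = 3 each, exact permutation p = 0.1), with all HADA libraries below all control libraries. Relative to the median shared region the log2 difference was −2.33 (limma adjusted p = 0.0151). The upstream Il1b region (chromosome 2, 129214900–129215792) was 83.8 ± 27.7 in HADA and 198 ± 92.4 in control libraries (n = 3 each, exact permutation p = 0.1). At Ccr1, the region at the start (chromosome 9, 123768267–123769039) was 42.9 ± 18.7 against 97.5 ± 31.6 and the region in an intron (chromosome 9, 123764736–123765480) was 14.8 ± 6.86 against 68.6 ± 30.5 (n = 3 each, exact permutation p = 0.1 for each). The fold rank gave another picture: it did not differ at the Il1b start (−0.04 normal scores, limma adjusted p = 0.859) and was higher in HADA at the upstream Il1b region (0.84, limma adjusted p = 0.0325), where the pileup was lower. The fold percentile of the Il1b start was 0.896 to 0.943 in control and 0.417 to 1.83 in HADA libraries in spite of tall pileups, since the fold is taken over the local background. The Ccr1 intron region was lower by rank too (−1.13, limma adjusted p = 0.0245), while the region at the Ccr1 start was not called and its rank moved the other way from its pileup (0.35, limma adjusted p = 0.112).

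The promoter of Nfe2l2 (chromosome 2, 75533819–75535639) had a pileup over background of 232 ± 39.8 in HADA and 248 ± 78.8 in control libraries, a difference smaller than the spread (n = 3 each, exact permutation p = 0.8). An intron region of Nfe2l2 (chromosome 2, 75513015–75513913) was 76.6 ± 9.84 against 57.1 ± 10.9, apart between groups, but relative to the median shared region its log2 difference was 0.09 (limma adjusted p = 0.664). By fold rank it was higher in HADA (0.84, limma adjusted p = 0.0329). Another Nfe2l2 region, chromosome 2, 75519638–75520617, was called in 3 HADA and 0 control libraries, and chromosome 2, 75515681–75516463, in 1 HADA and 3 control libraries. The promoter of Nfe2 (chromosome 15, 103166355–103167199) was 54.7 ± 14.4 against 95.6 ± 38.0, with overlapping groups (n = 3 each, exact permutation p = 0.2); median-centred, its log2 difference was −1.10 (limma adjusted p = 0.0297). Egr2 (chromosome 10, 67371751–67374025) was 112 ± 10.6 against 105 ± 39.4 (n = 3 each, exact permutation p = 0.9), and the sign of its difference changed with the scaling.

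**Figure D4:**
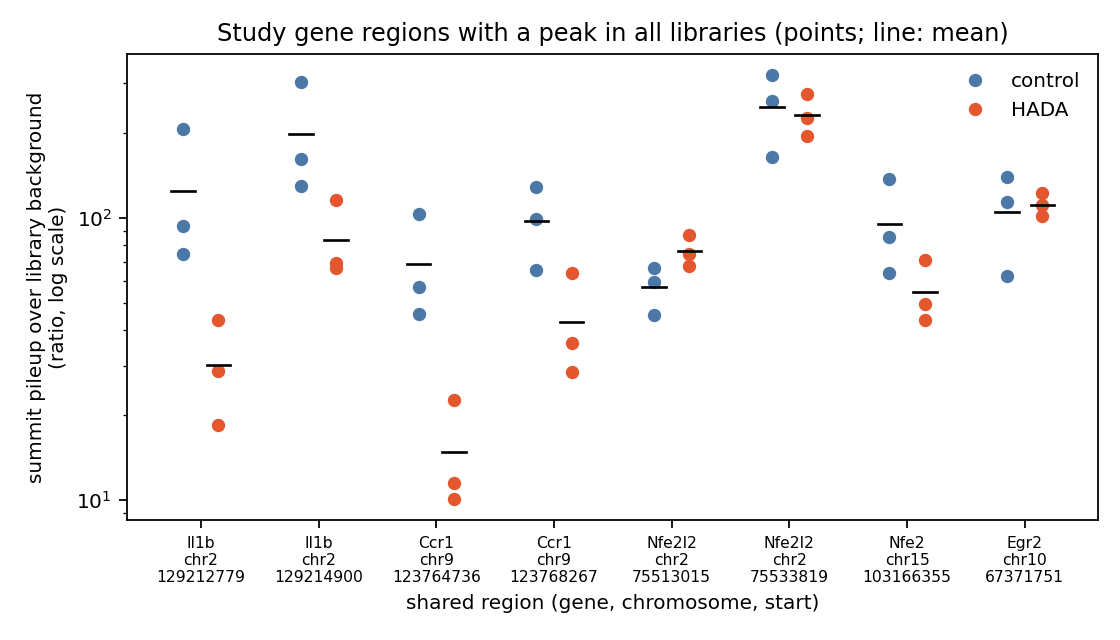
Summit pileup divided by the library background (ratio, log axis) at the 8 study gene regions with a peak in all 6 libraries, with libraries as points and group means as lines. At the start of Il1b HADA libraries lie at 18.5 to 43.6 and control libraries at 74.5 to 206.

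The NRF2 motif (TGACNNNGCA) lay within 100 bp of the summit in 2.25 ± 0.08% of HADA and 2.16 ± 0.15% of control peaks, a difference smaller than the spread (SD, n = 3 each, exact permutation p = 0.6). It moved most with 1 mismatch allowed, to 1.26 percentage points with the groups apart. The motif was in 4.22% of HADA-only and 4.40% of control-only regions (Fisher's exact p = 0.808 across regions). Of the 12 motifs, CTCF differed most in proportion: 0.906 ± 0.0143% of HADA and 0.431 ± 0.0882% of control peaks (n = 3 each, exact permutation p = 0.1), against 0.132 to 0.16% and 0.119 to 0.133% in windows 1 kb away. The groups were apart for 7 of the 12 motifs. CTCF, RUNX, PU1, GATA, EBF and TCF7 were higher and CEBP lower in HADA, while NRF2, NFE2, EGR2, AP1 and ETS overlapped. For CEBP the groups were barely apart, with HADA 3 at 0.0808% and control 1 at 0.0820%. Chance separates any 1 motif in 10% of cases. The motifs share the same libraries and peaks, so the 7 cannot be counted as independent results. Median-centred log2 pileups of shared regions with a motif, compared after values had been seen, gave another picture: EGR2 (0.25), EBF (0.25), CTCF (0.18) and ETS (0.12) were higher in HADA, CEBP (−0.21), NFE2 (−0.20), AP1 (−0.19), GATA (−0.092), PU1 (−0.076) and NRF2 (−0.055) were lower, each with the groups apart (n = 3 each, exact permutation p = 0.1), and RUNX and TCF7 overlapped. PU1 and GATA thus moved in opposite directions by share and by pileup. For NFE2, on 60 regions, the groups were barely apart, with control 1 at −0.0121 and HADA 2 at −0.0151. Motif sites missing from any list do not enter these pileups. Across group-only regions, with p adjusted over the 12 motifs, CTCF was in 3.18% of HADA-only and 0.0847% of control-only regions (Fisher's exact adjusted p = 5.94e-13), EBF in 2.52% and 0.339% (adjusted p = 3.55e-07), AP1 in 5.90% and 12.7% (adjusted p = 5.94e-13) and NFE2 in 0.159% and 1.10% (adjusted p = 8.23e-05). CEBP was in 0.0227% and 0.339% (Fisher's exact adjusted p = 0.0199). NFE2 rested on 7 and 13 regions and CEBP on 1 and 4.

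To ask whether peaks followed the mix of blood cells, peaks at marker genes were counted per 10000 peaks of a library. B cell genes had 12.9 ± 0.4 in HADA and 6.28 ± 3.2 in control libraries, T cell genes 8.87 ± 0.138 and 7.56 ± 0.884, and NK cell genes 2.61 ± 0.311 and 1.60 ± 0.386, with the groups apart (SD, n = 3 each, exact permutation p = 0.1, adjusted p = 0.333 over the 10 lists). Chance puts the groups apart in 10% of cases for any 1 list, and the lists share the same libraries, so they are not independent. Control 3 had only 9 peaks at B cell genes, against 36 and 31 in control 1 and control 2. The other 7 lists overlapped between groups: neutrophil genes had 3.81 ± 0.85 in HADA and 5.69 ± 1.72 in control libraries, monocyte genes 5.43 ± 0.583 and 5.93 ± 0.334, NRF2 target genes 5.22 ± 0.359 and 6.11 ± 0.491, regulatory T cell genes 3.50 ± 0.48 and 2.96 ± 0.545, eosinophil and basophil genes 2.09 ± 0.249 and 1.42 ± 0.525, erythroid and platelet genes 1.71 ± 0.221 and 1.52 ± 0.388, and housekeeping genes 4.03 ± 0.302 and 4.41 ± 0.509 (n = 3 each, exact permutation p from 0.2 to 0.4). With the same number of strongest peaks from each library, the B cell list stayed apart, while the T cell and NK cell lists overlapped. With only promoter peaks within 3 kb counted, the T cell difference fell from 1.31 to 0.138 and the groups overlapped. The B cell difference fell from 6.60 to 1.35 and stayed apart, as did the NK cell list. Under that setting neutrophil genes (−1.80) and NRF2 target genes (−0.634) were lower in HADA with the groups apart. When the share of a list's genes with a peak was counted instead, no list was apart between groups. This share takes few values, and lists whose libraries tie cannot be apart. It did not vary between libraries for NRF2 target and housekeeping genes. It was higher in HADA for B cell (by 13.9 percentage points), T cell (5.56) and NK cell genes (23.3), without the groups being apart.

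The heights of promoter peaks in all 6 libraries at these genes were compared after values had been seen, as median-centred log2 pileups. The median of B cell genes was higher in HADA by 1.87 (6 of 6 genes) and of T cell genes by 0.43 (6 of 8 genes), while neutrophil genes differed by −1.63 (0 of 8 genes higher) and monocyte genes by −0.94 (1 of 7 higher), each with all libraries apart (n = 3 each, exact permutation p = 0.1). NRF2 target genes differed by −0.50, with 10 of 12 genes lower, and erythroid and platelet genes by 0.55 over 3 genes, both apart. For NRF2 target genes this depended on the scaling: over the background the difference was −0.16 with overlapping groups. Without control 3 the differences were smaller, −0.32 for NRF2 target, 0.29 for T cell and 1.35 for B cell genes, each with the groups apart. NK cell genes differed by 0.37 over 3 genes and regulatory T cell genes by 0.14, with 2 of 4 genes higher, and neither was apart; over the background the regulatory T cell genes differed by 0.48 and were apart. Housekeeping genes differed by −0.13, and by 0.21 over the background, so their sign depended on the scaling. Genes whose promoter peak was missing from any library do not enter these medians.

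**Figure D5:**
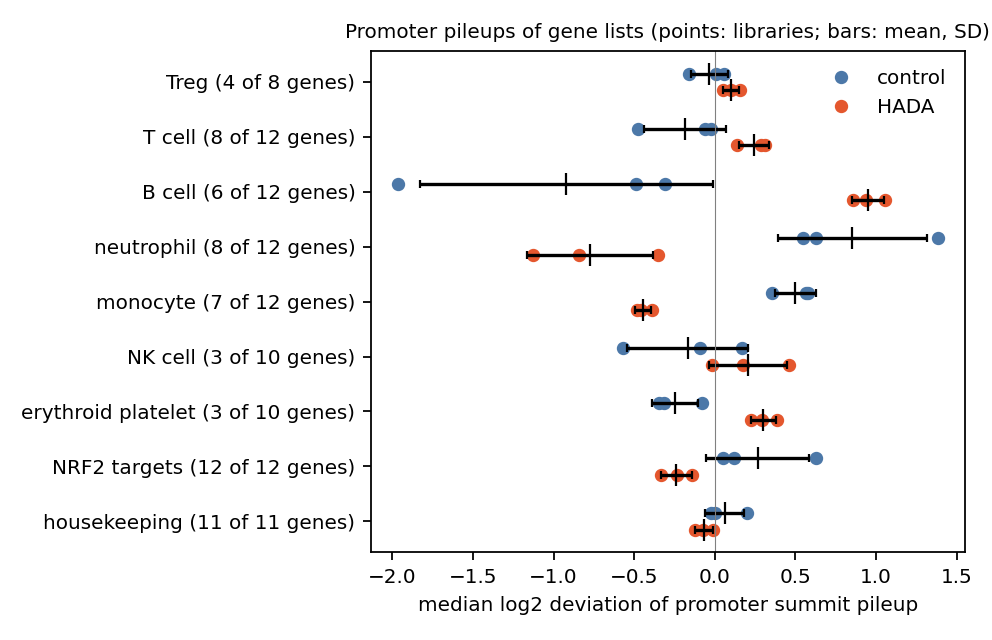
Median over the genes of a list of the log2 summit pileup at promoters, centred on the median shared region and shown as deviation from the gene's mean (horizontal axis, log2), for each library (points) with group mean and SD (bars). B cell genes lie at 0.86 to 1.06 in HADA and −1.96 to −0.31 in control libraries, and neutrophil genes at −1.13 to −0.35 and 0.55 to 1.38.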

Values the study reported

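The study reported that about 20% of the chromatin regions with increased opening lay around promoters. It reported 162 genes with higher expression in regulatory T cells and higher accessibility in blood cells, and 198 genes that were lower in both.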

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

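Scaling to the lowest background, summit sequences found once, gene 5′ ends, ranking within GC bins, the log2 summit pileup and all settings of the list pileups were tests chosen only after the result was seen; the other alternatives were planned. The groups stayed apart in peak number and in component 1 under all alternatives run for them, and the peak number difference ranged from 8.23% to 22.7%. Because 3 libraries against 3 cannot give a p-value under 0.1, these statements rest on the order of the libraries.

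With the same number of strongest peaks from each library, the covered length differed by 2.12% with overlapping groups, since equal numbers remove the difference in peak number. Under that setting the control-only regions rose to 2272, the promoter share of peaks differed by 3.51 percentage points, the lists apart between groups numbered 5 in place of 3 (B cell kept, T cell and NK cell lost, regulatory T cell, neutrophil, monocyte and erythroid and platelet added), and the study genes with a different number of libraries per group fell from 1 to 0. Summit sequences found once turned the promoter share difference to −2.27 percentage points with the groups apart, so its direction is not settled by these lists. At a −log10 q of at least 5, 7 lists were apart and 0 study genes differed. With the share of a list's genes, 0 lists were apart, but tied libraries made separation impossible for some lists. With at least 2 of 3 libraries, 7693 HADA-only and 3428 control-only regions were counted. The promoter share of HADA-only regions was 23.1% within 1 kb, 20.8% for protein-coding genes, 27.5% for gene 5′ ends and 40.8% where a library had to cover 50% of a region. The NRF2 motif share differed by 1.26 percentage points with 1 mismatch. The cause of these moves was not tested, apart from the definitions themselves.

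Leaving out each library in turn gave 4629 to 7165 HADA-only regions, 1432 to 2235 control-only regions and 3 to 6 lists apart between groups; rules with fewer libraries admit more. It gave 0 to 2195 regions of higher and 0 to 1225 of lower rank by limma. The 0 arose without HADA 1, HADA 2 or HADA 3, where 3386 to 3662 higher and 2653 to 3091 lower regions had an unadjusted p-value under 0.05; the calls also fell to 511 and 472 without control 2.

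Ranking by −log10 q gave 3633 higher and 3097 lower regions, the log2 summit pileup 4302 and 5061, and regions in at least 4 libraries 2245 and 1999. Among summit sequences found once, 1791 were lower. Of the 2721 calls by fold rank, 85.9% were kept by −log10 q, 77.8% by pileup and 60.4% with regions in at least 4 libraries; the cause of the differences was not tested.

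With the replicate number as a block, limma called 0 regions higher and 0 lower, with 4257 and 3402 at an unadjusted p-value under 0.05. The correlations of same-numbered libraries were 0.05, −0.01 and −0.22, so the libraries share only a number.

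The CEBP motif share changed sign to 0.0013 percentage points outside promoters, on very few peaks. It overlapped between groups with the same number of strongest peaks and within 50 bp of the summit. The GATA motif share kept its sign but overlapped between groups under 1 mismatch and those same settings. Its difference was 0.913 percentage points with 1 mismatch, 0.0813 with the same number of strongest peaks and 0.0613 within 50 bp. The cause was not tested for either motif. Differences with overlapping groups changed sign too: AP1 from −0.146 to 0.342 percentage points with 1 mismatch and 0.0065 within 50 bp, EGR2 from 0.0107 to −0.0035 and −0.0143 under the same settings, NRF2 from 0.0928 to −0.0302 less the share 1 kb away, housekeeping peaks per 10000 from −0.379 to 0.196 with the same number of strongest peaks and housekeeping pileups over the background, the monocyte list by share of genes, and the promoter share of peaks within 1 kb, with protein-coding starts, with gene 5′ ends, at a −log10 q of at least 5 and without control 2 or HADA 1. Over the 37 other results, 264 of 326 values under alternatives moved by less than the spread or, for single study genes, did not change. Another 61 moved beyond that, 41 of them upwards and 20 downwards. The replicate block alters only the test, so its values count among the 264 by construction.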

Other observations

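The tests of depth, GC content, cell mixture, CTCF, repeated sequence, telomere repeat, X and Y peaks, and pileups at Il1b and Ccr1 were chosen only after the result was seen; those of splits and of promoters ranked apart were planned.

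The promoter share of HADA-only regions here was 39.3%. That is higher than the value quoted from the study above. The share here was 23.1% with promoters within 1 kb and 20.8% with starts of protein-coding genes only.

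The HADA lists were larger. After scaling to the lowest background the peak number still differed by 13.1%, and 4205 HADA-only regions were counted, against at most 352 on a side for the other splits. This argues against depth, as far as the background measures it, as the whole source. Signal to noise was not matched and stays open. Over background, the median shared region was higher in HADA by 0.34 on the log2 scale. The median summit pileup, not divided by background, was 35 to 41 in HADA and 29 to 33 in control libraries. Taller peaks over background would favour longer HADA lists, so part of the excess may have this source. Repeated sequence is not the whole source either, since 4267 HADA-only regions were left among summit sequences found once, against at most 246. In 1 of the 10 splits of the 6 libraries, the real one, a side held as many regions as the HADA-only set, and likewise in 1 of 10 for the control-only set and 1 of 10 for the regions called by limma. A share under 0.1 cannot be reached with 3 libraries against 3, so an accidental grouping cannot be told apart from a group effect by this count. Ranking promoters apart kept 77.3% of the limma calls and ranking within GC bins kept 74.8%, which argues against either as the whole source of the rank shifts.

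The blood cell lists moved in opposite directions. B cell peaks per 10000 stayed at 12.4 or more in HADA after the same scaling, above the highest control value of 8.68. A lower share of neutrophils alone would raise the markers of all other cells, but monocyte promoters were lower as well, by −0.94 on the log2 scale, while B cell promoters rose by 1.87. A candidate explanation is a higher share of lymphocytes and a lower share of myeloid cells in the HADA blood, for which the neutrophil difference of −1.63 has the needed sign. This is a hypothesis found and tested on the same lists. NK cell promoter pileups, on 3 genes, were not apart between groups, and control 3 contributes the lowest B cell value. A change of chromatin within cells stays open. The study's own cell counts in mouse blood bear on the hypothesis. Late in de-acclimatization it reported a rising share of lymphocytes and falling shares of neutrophils and monocytes. It also reported a later rise of B cells. It reported a reduced share of T cells, however, which goes against the higher T cell list. The study's text does not give the day of blood sampling for the accessibility assay. For mouse blood late in de-acclimatization, the study reported a rising share of lymphocytes and falling shares of neutrophils and monocytes. It also reported a late increase in B cells. T cells, however, were reduced there, the opposite direction to the T cell list here. The share of regulatory T cells, by contrast, was reported to stay raised after the return to normal oxygen. The study does not state the sampling day of the accessibility assay, so these counts cannot be matched to the libraries. The study's methods and the labels call the cells leukocytes and its results text mononuclear cells. It is therefore open how many neutrophils were in the samples. The regulatory T cell list is not settled: the groups overlapped in peaks per 10000 and, on 4 genes, in median-centred pileup, but were apart and higher in HADA by 0.979 peaks per 10000 with the same number of strongest peaks, by 1.06 at a −log10 q of at least 5, and by 0.48 in log2 pileup over background.

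The same mixture may bear on the study genes. Il1b and Ccr1 pileups were lower in HADA. Depth, as read from the background, would act the other way, since the mean background was higher in HADA (2.20 against 1.86). At the Il1b start the highest undivided HADA pileup was 102 and the lowest control value 153. In the Ccr1 intron these were 53 and 94, which argues against depth at these regions. Over background they were 43.6 and 74.5, and 22.6 and 45.8. At the Ccr1 start and the upstream Il1b region the undivided pileups overlapped, with 150 and 271 in HADA 1 and 134 and 266 in control 2. Division lowers libraries with a higher background more. It put the groups apart there, barely so at the Ccr1 start (64.1 and 65.2). Both genes are active in myeloid cells, so a lower myeloid share, with neutrophil promoters at −1.63, is a candidate source; regulation within cells was not tested. The assay used unsorted leukocytes, so these heights do not describe regulatory T cells.

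CTCF motifs were more frequent in HADA lists. The lowest HADA share was 0.876% after scaling to the lowest background and 0.969% among summit sequences found once, above the highest control shares of 0.533% and 0.608%, which argues against background depth and repeated sequence as the whole source. Cell mixture, library quality and a biological difference stay open and were not tested for this motif.

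Control lists held a larger share of repeated sequence: 13.9%, 18.8% and 14.7% of summits had at least 1 further exact copy, against 9.80%, 10.1% and 11.7% in HADA. The number of such peaks overlapped, with 5778, 7744 and 4999 in control and 4351, 4468 and 5364 in HADA libraries. After scaling to the lowest background the lowest control share was 13.9%, above the highest HADA share, which argues against depth as the whole source. Of control-only regions, 28.0% had a repeated summit, against 4.72% of HADA-only regions, and control-only regions should be read with that in mind. The X share of peaks was 3.14 ± 0.186% in HADA and 3.88 ± 0.393% in control libraries, and the Y share 0.379 ± 0.0257% and 0.616 ± 0.153%. Among summit sequences found once, the highest HADA X share was 2.59% and the lowest control share 2.80%, so repeated sequence is not the whole source for X. The Y shares were 0.0495 to 0.0574% and 0.07 to 0.103% there, also apart. No biological explanation was tested for these shares.

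The strongest HADA-only region is telomere repeat: its summit sequence had 1633 copies, and 12 telomere repeat regions with at least 10 copies were called in all 6 libraries, with pileups over background of 77.9 to 4441 in control and 67.7 to 3789 in HADA libraries. This region, at 146 to 150 over background, and a second with 1633 copies on chromosome 16, at 79.5 to 97.4, were called in 3 of 3 HADA and 0 of 3 control libraries. Reads cannot be assigned to 1 of the copies, so a gain at these positions and a difference in where reads were placed cannot be told apart; placement itself was not tested.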
